A study of Mus musculus with 9 samples. Its data were reported in "Myeloid-derived interleukin-1β drives oncogenic KRAS-NF-κΒ addiction in malignant pleural effusion" (2018).

How the data were processed

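Total RNA of mouse LLC (Lewis lung carcinoma) and MC38 (colon adenocarcinoma) cells was hybridised by the authors to Affymetrix GeneChip Mouse Gene 2.0 ST arrays, which read whole transcripts. The methods of the study state that RNA of triplicate cultures was pooled per group, so each of the 9 arrays is taken as 1 pool, with 5 arrays of LLC and 4 of MC38. A figure legend of the study gives other numbers of experiments and controls, which the labels do not settle. The groups were taken from the sample labels and comprised shCtrl, IL-1b, shIKKA and shIKKB in both lines and shKras in LLC. Separate control arrays for IL-1b and an MC38 shKras array were not analysed here, and shCtrl served as the control of every comparison. The bracketed titles of the shCtrl arrays carry wt, so whether these cells held a control hairpin was not settled.

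The deposited values were log2 probe set summaries that the submitters' processing notes credit to RMA, the robust multi-array average. Software settings and the step between arrays were not given in the sources used here. The columns were not on a common distribution, since their medians ran from 3.47 to 5.96, so quantile normalization over all probe sets was applied before any comparison was made. The plan had assumed that the deposited values were comparable as they stood and held quantile normalization as an alternative. The choice was made from the column distributions alone, and the deposited values became the alternative. The arrays carry no counts, and their number limits the precision of every value.

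Of 41345 probe sets, the platform annotation gave 23521 a single gene, 1820 several genes, and did not list 16004, which are unnamed here. No gene was named from a probe set with several, and 23328 probe sets were matched to a gene table by Entrez identifier, with no symbol changed. The named probe sets covered 22180 genes, of which 1082 had several probe sets and were represented by the one with the highest mean level. Different probe sets of a gene can differ, and their mean was an alternative. A gene was kept in a comparison when its level exceeded the median of the named probe sets, 5.11, in either array, which 13752 genes did in any array.

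Comparisons within a line rest on 1 array per side, so genes were counted by a fixed size, 2-fold, with no p-value. The opposed signature used the limit of 1.3-fold that the study states. Arrays that share a control share its chance values, so overlaps and correlations were set beside simulated unchanged groups with the same control, over the genes that the fit across lines covered, the covariances, and the overlap of independent lists. Gene lists were written before the data were examined, from general knowledge of NF-κB targets and subunits, chemokines, cytokine receptors, interferon, MHC class I, cell cycle, histones, p53, stress, metabolism, matrix and cell type markers. The median of a list was placed among 10000 random lists of the same size matched on mean level in 20 bins, and described as apart in the lowest or highest 2.5% when at least 5 members passed the filter. Of 18 histone genes 8 were matched. A list of 76 small nucleolar RNAs was made after their values were seen.

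Over both lines, the 8 arrays of the 4 shared treatments were fitted with limma (lmFit and eBayes) on the log2 values, with cell line as a block, 3 residual and 4.01 prior degrees of freedom. The 12636 genes above the filter in at least 2 of the 8 arrays were tested, with Benjamini-Hochberg adjusted p under 0.05, and for LLC against MC38 a 2-fold limit as well. Residuals hold both array noise and any part of an effect that differs between the lines. Gene lists were tested in that fit with camera at a preset correlation of 0.01 and again with an estimated correlation. Data were simulated with 100 genes changed by a log2 of 2 and 100 by a log2 of 1 among 12636. The fit recovered 62% of genes with a log2 change of 2 and 1% of those with 1 for IL-1b, and 54% and 2% for shIKKA. It recovered 65% and 3% for shIKKB, and 99% and 27% for LLC against MC38, with 6 to 9 false calls.

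Genes are named in the text by a rule set before the data were examined. It took a list of genes central to the design, the 8 genes per direction with the largest smaller change of both lines, the 5 with the largest change per direction in each comparison with shCtrl (8 for shKras), up to 4 members of each list with the largest change, up to 8 per direction with the smallest adjusted p, and every gene in both opposed signatures. Predicted genes, microRNA and small nucleolar RNA genes and large receptor families were left out of the ranked parts by the pattern of their names, which kept the Y RNA gene Rny1.

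Alternatives planned before the data were examined were deposited or median-centred values, no level filter, the mean over probe sets, limits of 1.5-fold and 2-fold, an adjusted p under 0.1, other eBayes options, fits without blocks, rank correlation, and leaving out each array in turn. Alternatives added after seeing the data were quantile normalization over named probe sets, the mean of the other arrays of a line as the control, the deposited array median as a covariate, and a block for the style of the array titles, in which LLC IL-1b, MC38 shIKKA and MC38 shIKKB part from the rest, with 2 residual degrees of freedom. With 1 array per line and treatment, the title style block also takes up differences between the lines in their response to a treatment. Versions were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.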

Results

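Gene expression was measured in mouse LLC cells, a Lewis lung carcinoma line, and in mouse MC38 cells, a colon adenocarcinoma line, on 9 whole-transcript arrays. Both lines were profiled in an array labelled as a control short hairpin RNA (shCtrl), after interleukin-1β (IL-1b), and with hairpins named for the IκB kinases α (shIKKA) and β (shIKKB). A hairpin named for Kras (shKras) was profiled in LLC cells. The bracketed part of the titles of both control arrays carries wt, so they may hold cells without a hairpin, and every comparison of a hairpin with shCtrl rests on this open point. Each group was 1 array, so differences within a line have no replicate check and no test, and the number of arrays limits the precision of every value. The medians of the deposited log2 values lay between 3.47 in MC38 shIKKA and 5.96 in LLC shCtrl, and all comparisons below used values brought to 1 common distribution. On that scale the median log2 change of all genes against shCtrl was 0.185 in LLC IL-1b, 0.081 in MC38 IL-1b, 0.152 in LLC shIKKA, 0.156 in MC38 shIKKA, 0.143 in LLC shIKKB, 0.185 in MC38 shIKKB and 0.023 in LLC shKras. Gene lists were therefore set against random lists of the same size and level. With the values as deposited, arrays dimmer than their control lower the medians of all lists, so the direction of a list is given against random lists, and a percentile that then left the outer range is named with its list. The size of a change depends on background where an array lies at or below the level filter of 5.11. This held for 1 of the arrays compared for Fn1, Thbs2, Mmp2, Bmp5, Nppb, Olr1, Angptl4, Tnfaip3, Irf7, Plk2 and Eda2r in LLC IL-1b and Cxcl5, Cxcl3, Cxcl2, Ppbp, Olr1, Angptl4, Cth, Saa3 and Il6 in MC38 IL-1b. It held for Cxcl5, Efemp1, Saa3, Sprr1a, Mmp13, Angptl4 and H1f1 in LLC shIKKA, Cth, Mmp13, Nptx1, Angptl4 and H1f1 in MC38 shIKKA, Cxcl5, Mmp13, Angptl4 and Nfib in LLC shIKKB, and Cth, Mmp13, Angptl4 and Slc7a11 in MC38 shIKKB. In LLC shKras it held for Cxcl5, Mmp3, Peg3, Efemp1, Fabp4, Ppbp, Nos2, Tnfaip3, Saa3, Mme, Col12a1, Ppargc1a and Slc40a1. For Saa3 and H4c1 in MC38 shIKKA and H1f1 in LLC shKras both arrays lay below it.

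Across genes the shIKKA and shIKKB arrays of a line were the closest pairs, with r = 0.984 in LLC and 0.981 in MC38, and LLC shKras followed its control at r = 0.968. LLC IL-1b was the array farthest from its control, at r = 0.866, while MC38 IL-1b and MC38 shCtrl had r = 0.966. Genes are not independent replicates in any of these values. LLC IL-1b, MC38 shIKKA and MC38 shIKKB are also titled in another style than the other arrays, and they shared a high signal for small nucleolar RNAs, which guide the modification of ribosomal RNA. Their deposited medians were the lowest as well, at 4.225, 3.473 and 3.625 against 4.869 or more in the other arrays. Title style and array brightness therefore cannot be told apart here. In a list of 76 such RNAs, made after their values were seen, 39 were at least 2-fold higher than in shCtrl in LLC IL-1b, 61 in MC38 shIKKA and 49 in MC38 shIKKB, with median log2 changes of 1.16, 2.19 and 1.71. The same list had 8 members at least 2-fold higher in MC38 IL-1b, 6 in LLC shIKKA, 7 in LLC shIKKB and 1 in LLC shKras. With the values as deposited the list median was -0.256 in LLC IL-1b, against -1.456 for all genes, and it was 0.639 in MC38 shIKKA and 0.067 in MC38 shIKKB.

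**Figure D1:**
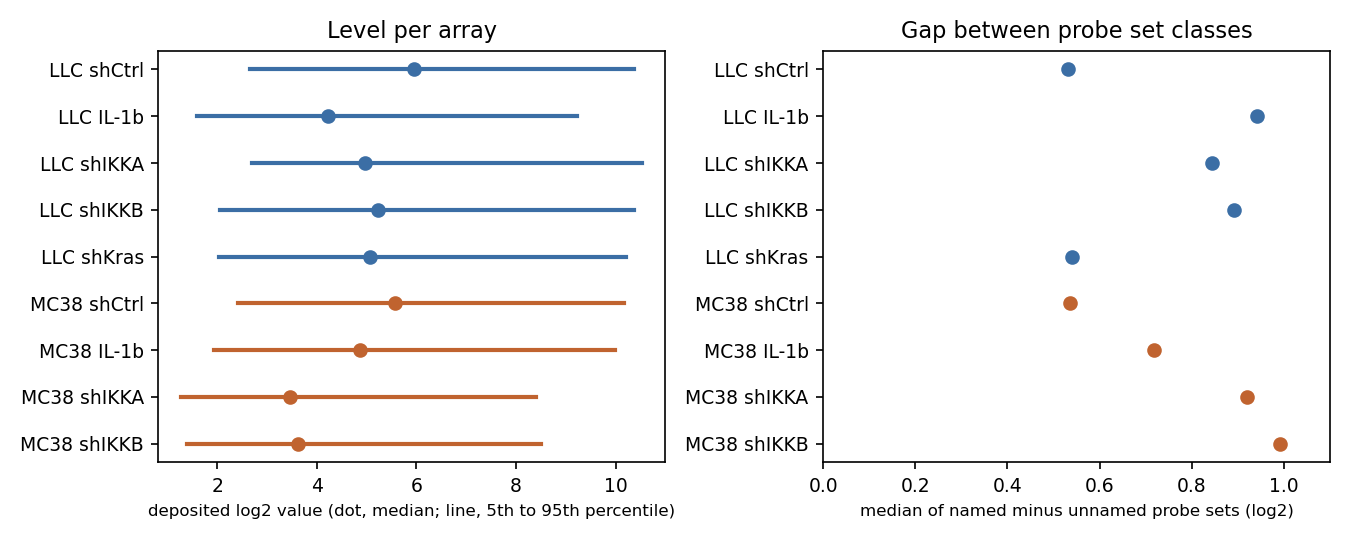
The left panel plots the deposited log2 level of each array (dot, median over probe sets; line, from the 5th to the 95th percentile), and the right panel the median of named minus unnamed probe sets in log2. Medians ran from 3.47 in MC38 shIKKA to 5.96 in LLC shCtrl, and the gap from 0.531 in LLC shCtrl to 0.992 in MC38 shIKKB, with LLC points in blue and MC38 points in orange.

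The targeted genes were examined first. Ikbkb, which encodes IκB kinase β and had 1 probe set, stood at a log2 level of 8.18 in LLC shIKKB against 8.12 in LLC shCtrl, and at 7.49 in MC38 shIKKB against 7.38 in MC38 shCtrl. In the other arrays Ikbkb stood at 8.21 in LLC shIKKA and 7.94 in MC38 shIKKA, 8.95 in LLC IL-1b and 7.44 in MC38 IL-1b, and 8.58 in LLC shKras. The RNA of the target was thus not lower in either array labelled shIKKB. Every value given for those arrays below is a value of the array labelled so. Chuk, which encodes IκB kinase α, and Kras had no named probe set here, so the labels shIKKA and shKras were not checked against their targets. The arrays do not measure protein, and the immunoblots that the study gives for the kinase hairpins are named below. Gusb, a lysosomal enzyme gene often used as a reference, was higher than in shCtrl in all 7 comparisons, from 1.32-fold in LLC shKras to 3.06-fold in LLC IL-1b. Its log2 change with the values as deposited was -0.72 in MC38 shIKKA and -0.82 in MC38 shIKKB, against medians of -1.941 and -1.770 for all genes.

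The comparison of IL-1b with shCtrl addressed which genes IL-1b set in each line. Cxcl1, a neutrophil-attracting chemokine, was 6.48-fold higher in LLC IL-1b and 11.0-fold higher in MC38 IL-1b, and Ppbp, the precursor of another CXC chemokine, was 3.28-fold and 2.23-fold higher. Nos2, the inducible nitric oxide synthase, was 5.96-fold and 5.06-fold higher, Nfkbia, the NF-κB inhibitor IκBα, 3.78-fold and 2.26-fold, and Tnfaip3, the feedback inhibitor A20, 3.58-fold and 2.16-fold. The NF-κB subunit genes Rela and Nfkb2 were 3.04-fold and 3.06-fold higher in LLC and 2.32-fold and 2.51-fold higher in MC38. The largest changes upward in both lines also included Nppb, a natriuretic peptide gene, at 16.6-fold and 5.95-fold, Olr1, the oxidized low density lipoprotein receptor, at 5.36-fold and 5.74-fold, and Angptl4, an angiopoietin-like regulator of lipid use, at 3.43-fold and 7.88-fold. Lower in both lines were Cth, which makes cysteine from cystathionine, with log2 changes of -2.79 in LLC and -1.53 in MC38, Klhl24 (-2.63 and -2.02), Gtpbp2 (-2.11 and -1.99), Mr1, which presents vitamin B metabolites (-3.13 and -1.74), and Etv1, an ETS factor (-1.96 and -1.33). Among 31 NF-κB feedback inhibitors and classical targets, 19 were at least 1.3-fold higher and 3 lower in LLC IL-1b, with a list median of 0.66. In MC38 IL-1b 24 were higher and 2 lower, with a median of 0.89. These medians exceeded 99.79% and 100% of random lists. With the values as deposited Angptl4, Plaur, Oas2 and Rsad2 in LLC IL-1b had log2 changes of -0.06, -0.27, -0.72 and -0.45, and with the mean of the other MC38 arrays as the control Rela and Cth in MC38 IL-1b had -0.22 and 0.33. As deposited the median of all genes in LLC IL-1b was -1.456.

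The lines differed in many of the genes that IL-1b arrays carried. In LLC IL-1b, 1830 genes were at least 2-fold higher and 1377 lower among 12313 above the level filter, against 352 and 339 of 11526 in MC38 IL-1b. Scaling sets this balance, as the counts were 132 and 11542 in LLC and 83 and 1712 in MC38 with the values as deposited. In LLC IL-1b Fn1, the fibronectin gene, stood at a log2 change of -8.31 and Thbs2, a thrombospondin gene, at -6.70, while Mmp2, a gelatinase gene, was 70.1-fold higher. Bmp5, a bone morphogenetic protein gene, had a level of 9.68 there and 3.69, below the filter, in shCtrl. Extracellular matrix genes as a list had a median of 0.045 in that array (percentile 38.76), with 11 of 26 at least 1.3-fold higher and 10 lower. Of 20 p53 targets 14 were at least 1.3-fold lower and 5 higher in LLC IL-1b (median -0.87, below every random list), with Plk2 and Eda2r both at -3.69 and Ccng1 at -3.23. Of 24 DNA replication genes 16 were higher and 2 lower (median 0.75), with Rrm2 3.89-fold and Mcm5 2.57-fold higher. The small nucleolar RNAs of this array had a median of 1.16. In MC38 IL-1b 7 of 13 CXC chemokines were at least 2-fold higher (list median 1.15, above every random list), with Cxcl5 11.28-fold, Cxcl3 7.88-fold and Cxcl2 6.16-fold higher. The same chemokine list had a median of 0.25 in LLC IL-1b, at percentile 41.55 and at 98.29 against the mean of the other LLC arrays, with Cxcl5 at -0.54 and Cxcl2 at 0.08. Il6, which encodes the inflammatory cytokine interleukin-6, was 6.39-fold higher in MC38 IL-1b and below the filter in both LLC arrays, and Tnc, the matrix gene of tenascin C, was 7.11-fold higher in MC38.

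Interferon-stimulated genes went opposite ways in the lines. Of 27 members, 26 were at least 1.3-fold lower and 0 higher in MC38 IL-1b (median -1.45), with the antiviral genes Oas2 at -3.24, Trim30a at -2.64 and Rsad2 at -2.09. In LLC IL-1b 19 were higher and 1 lower (median 0.95), with Bst2, the tetherin gene, 16.45-fold and Irf7, an interferon regulatory factor, 4.51-fold higher. These medians lay at percentiles 0 and 99.99 among random lists, and LLC IL-1b is among the arrays with high small nucleolar RNA signal (list median 1.16). Of 12 antigen-presentation genes of MHC class I, 8 were lower in MC38 IL-1b and 0 higher (median -0.52), with Tap1, a peptide transporter gene, at -1.67. Of 23 genes of the unfolded protein response 13 were lower and 1 higher (median -0.45), with Trib3 at -2.65 and Ddit3, the stress factor CHOP, at -2.60. Also in MC38 IL-1b, 18 of 26 extracellular matrix genes were at least 1.3-fold higher and 0 lower (median 0.58), 7 of 8 histone genes were higher (median 0.93), 13 of 25 RAS and MAPK output genes were higher (median 0.41), while 12 of 23 genes of the G2 and M phases were lower (median -0.38). Against the mean of the other MC38 arrays as the control, those percentiles became 26.14 for the matrix, 92.8 for the histones, 15.26 for RAS and MAPK output and 77.65 for G2 and M.

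Over both lines limma, with the line as a block and 1 pair of arrays per treatment, called 0 of 12636 genes higher and 0 lower with IL-1b, and 832 were higher and 526 lower at an unadjusted p under 0.05. Cxcl1 had a mean log2 change of 3.08 ± 0.31 (SE, 2 lines) with adjusted p = 0.281, higher in both IL-1b arrays. Adjusted over the list alone, Tnfaip3, Nfkb2 and Nos2 passed among NF-κB targets, Cxcl1 and Ppbp among CXC chemokines, Angptl4 and Plaur, the urokinase receptor gene, among genes of vascular permeability, and Etv1 with a lower level among RAS and MAPK outputs. Taken as sets, the NF-κB targets rose (camera, adjusted p = 0.000224, 23 of 29 positive, median 0.72), as did CXC chemokines (adjusted p = 0.0348, 9 of 9 positive, median 1.14), and the unfolded protein response fell (adjusted p = 0.0278, 9 of 23 positive, median -0.36). Each of these 3 sets had adjusted p = 0.948 with an estimated correlation. In LLC IL-1b alone the unfolded protein response had a list median of -0.01 at percentile 41.25, with 7 genes at least 1.3-fold higher and 8 lower. With the title style of the arrays as a further block limma again called 0 genes each way, with 1385 higher and 828 lower at an unadjusted p under 0.05, and camera called the 3 sets again (adjusted p = 2.31e-05, 0.00237 and 4.18e-07, 0.572 or more with an estimated correlation). The title style block was added after the values were seen, and it also takes up differences between the lines in the response. Camera in that fit also called interferon-stimulated genes lower (adjusted p = 1.1e-05, fitted median -0.573). Without that block the list was higher in LLC IL-1b itself (median 0.950, 19 members higher and 1 lower). MHC class I genes (0.0206) and hypoxia genes (0.0229, though with a median of 0.055) were called lower too. The IκB kinases and NF-κB subunits (0.00852) and the histones (0.0163) were called higher. Each of these sets had 0.704 or more with an estimated correlation. The changes of the lines had r = 0.286 across 12751 genes, where genes are not independent replicates, and 134 genes were at least 2-fold higher in both lines against 51.2 for independent lists, with 120 lower in both against 37.8. Without MC38 IL-1b or without LLC IL-1b the group is a lone array, assumed to vary like the other groups. The calls differed widely between these fits, so they give no check.

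**Figure D2:**
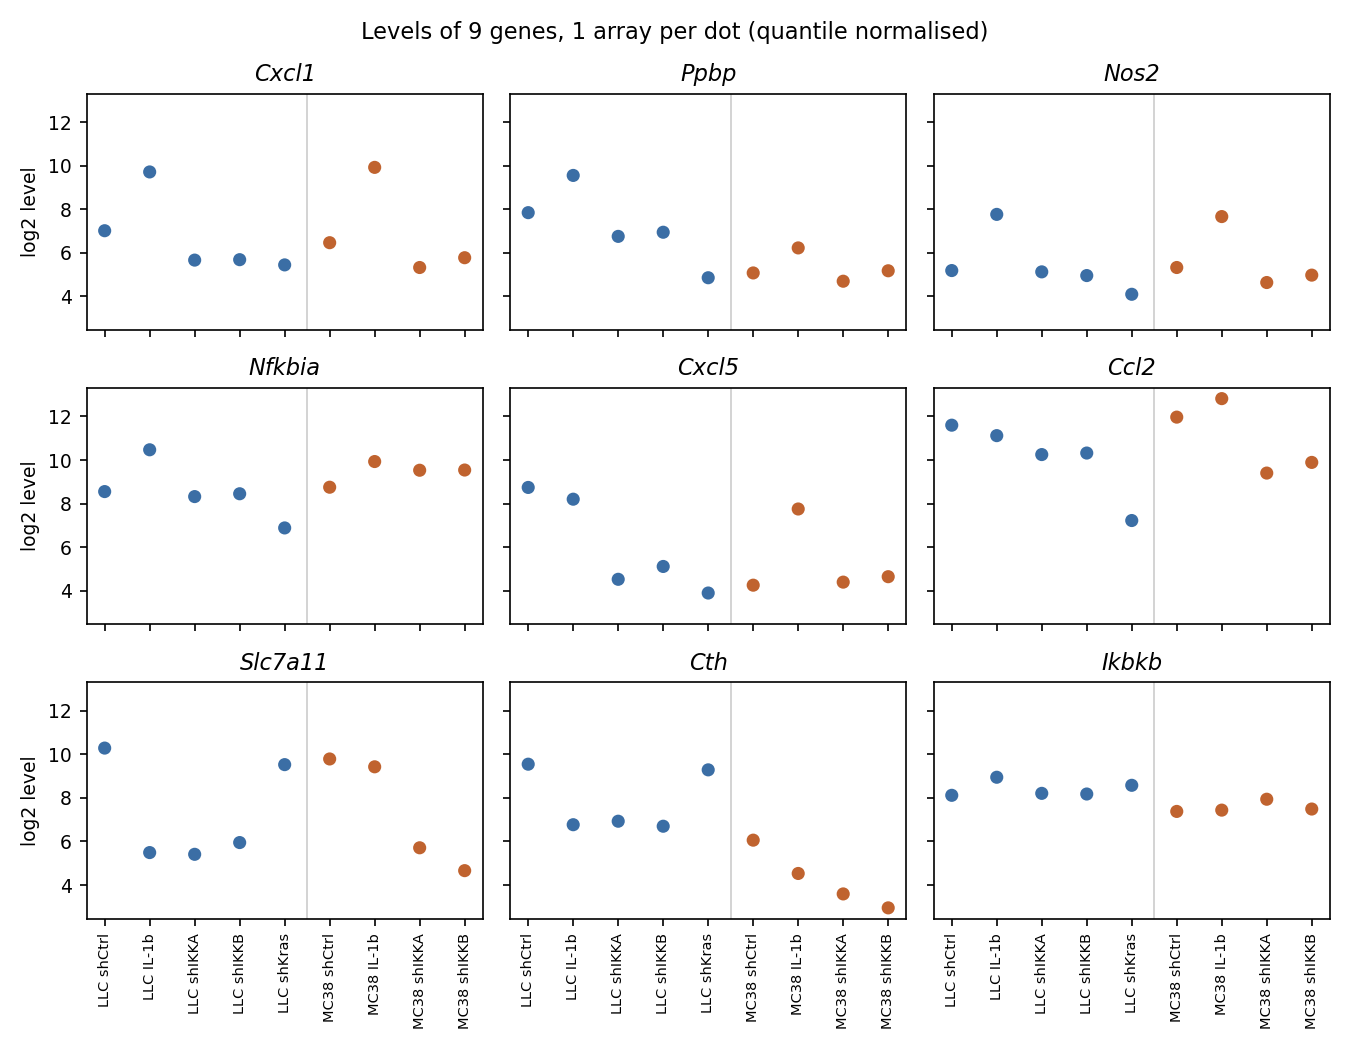
Each panel plots the quantile normalised log2 level of 1 gene in the 9 arrays, 1 dot per array, with LLC arrays in blue and MC38 arrays in orange. Cxcl1 was 6.48-fold and 11.0-fold higher in the IL-1b arrays than in shCtrl, while Ikbkb stood at 8.18 and 7.49 in the arrays labelled shIKKB against 8.12 and 7.38 in shCtrl.

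The comparison of shIKKA with shCtrl addressed which genes followed the silencing of IκB kinase α. Slc7a11, the cystine importer, was lower by a log2 change of -4.87 in LLC and -4.08 in MC38, and Cth by -2.62 and -2.47. Ptgs2, which encodes cyclooxygenase 2, stood at -2.15 and -1.59, and the monocyte-attracting chemokine gene Ccl2 at -1.35 and -2.57. Cxcl1 stood at -1.35 and -1.15, the collagenase gene Mmp13 at -2.20 and -2.31, and the p53 regulator Mdm4 at -2.0 and -2.34. Higher in both lines were Mgst3, a microsomal glutathione transferase gene (4.44-fold and 4.17-fold), Nptx1 (4.49-fold and 3.73-fold) and Socs1, a suppressor of cytokine signalling (3.53-fold and 3.93-fold). So were Tgfb1i1 (3.44-fold and 4.07-fold), Angptl4 (2.54-fold and 4.23-fold) and the linker histone gene H1f1 (8.45-fold and 3.07-fold). Their rise was not particular to shIKKA. With title style as a block, their IL-1b coefficients over both lines were 1.56, 1.61, 1.51, 1.76, 2.35 and 1.02, in the same order. The shIKKA coefficients were 1.95, 2.17, 2, 1.36, 1.69 and 2.94. Limma called none of these genes with IL-1b in that fit. Of 23 genes of the unfolded protein response 15 were at least 1.3-fold lower and 2 higher in LLC shIKKA (median -0.48), with Chac1 at -2.43, Trib3 at -2.37, Ddit3 at -1.92 and the chaperone gene Dnajb9 at -1.27. In MC38 shIKKA 12 were lower and 5 higher (median -0.54). All 8 histone genes were higher in LLC shIKKA (median 1.64) and 7 of 8 in MC38 shIKKA (median 0.96). With the values as deposited the MC38 log2 changes turned to -0.22 for Mgst3, -0.30 for Nptx1, -0.30 for Socs1, -0.13 for Tgfb1i1, -0.20 for Angptl4 and -0.56 for H1f1, and with each array centred on its median Ccl2 in LLC was 0.01. As deposited the median of all genes in MC38 shIKKA was -1.941, below each of these MC38 values. The unfolded protein response in MC38 moved from percentile 0.63 among random lists to 14.79 when the probe sets of a gene were averaged, to 6.58 when means replaced medians and to 4.08 with the values as deposited.

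In LLC shIKKA 867 genes were at least 2-fold higher and 466 lower among 11715, and in MC38 shIKKA 1631 and 1378 among 12204. As deposited these were 416 and 3194 in LLC and 40 and 12510 in MC38, and with each array centred on its median 4625 and 156 in LLC. In LLC shIKKA 11 of 31 NF-κB targets were at least 1.3-fold lower and 5 higher (median -0.21, percentile 0.05), with Nfkbiz, an inducible IκB protein gene, at -1.01, while in MC38 shIKKA 14 were higher and 10 lower (median 0.27, percentile 78.085). In LLC shIKKA 4 of 13 CC chemokines were lower and 1 higher (median -0.31, percentile 0.41, and 3.93 with the values as deposited). Cxcl5 stood at -4.23, Efemp1, a fibulin gene, at -4.05 and Saa3, an acute phase gene, at -2.08, while Sprr1a, a cornified envelope gene, was 11.66-fold higher. Cell cycle genes were higher in LLC shIKKA, with 14 of 23 G2 and M genes (median 0.51, percentile 99.96) and 18 of 24 DNA replication genes (median 0.53, percentile 99.98) at least 1.3-fold higher and 0 lower in either list, among them Mcm5 (2.98-fold), Cdc20 (2.87-fold) and the mitotic kinase gene Plk1 (2.81-fold). In MC38 shIKKA 15 of the 23 G2 and M genes were lower and 2 higher (median -0.66), with the mitotic genes Bub1 at -1.99 and Kif11 at -1.65. Extracellular matrix genes were higher there, 16 of 26 against 2 lower (median 0.89), with the fibrillar collagen genes Col1a1 5.21-fold and Col3a1 4.73-fold higher, as were 17 of 25 RAS and MAPK outputs (median 0.77), with the immediate early gene Egr1 5.43-fold higher. Of 27 interferon-stimulated genes 17 were lower and 4 higher in MC38 shIKKA (median -0.65), with Trim30a at -2.92 and Rsad2 at -2.70, although Bst2 was 4.96-fold and Irf7 2.33-fold higher. These MC38 lists lay in the outer 2.5% of random lists, in the array whose small nucleolar RNAs had a median of 2.19.

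Over both lines limma called 0 genes higher and 0 lower with shIKKA, with 1195 higher and 767 lower at an unadjusted p under 0.05, and the smallest adjusted p was 0.264. Cth had a mean log2 change of -2.54 with adjusted p = 0.264, lower in both arrays, and so did Cxcl1 at -1.25 with adjusted p = 0.264. Adjusted over the list alone, Cxcl1, Dnajb9 and Ptgs2 passed with lower levels, and H1f1, H4c1 and Angptl4 with higher levels. As a set the unfolded protein response fell (camera, adjusted p = 0.00324, 6 of 23 positive, median -0.50) and the histones rose (adjusted p = 0.0276, 8 of 8 positive, median 1.28), each with adjusted p = 0.948 with an estimated correlation. With title style as a further block limma called 41 genes higher and 43 lower, and leaving out either IL-1b array from the fit without that block gave 2 and 12. The title style block was added after the values were seen and also takes up differences between the lines. The shIKKA coefficient of that fit, 1 value over both lines, was negative for Trib3 (-2.45, adjusted p = 0.0447), Cth (-2.24, adjusted p = 0.0447), Chac1 (-2.13, adjusted p = 0.0472) and Ddit3 (-2.11, adjusted p = 0.0480). It was positive for Socs1 (2.00, adjusted p = 0.0447), H1f1 (2.94, adjusted p = 0.0447) and Nptx1 (2.17, adjusted p = 0.0472). MC38 shIKKA also carries the title style effect, which was 1.85 for Trib3, 1.03 for Ddit3, 0.86 for Chac1, -0.6 for Cth and -1.18 for H1f1. These coefficients therefore do not give the change in each line. The IL-1b coefficient of the same fit was -2.45 for Trib3, -1.86 for Cth, -1.92 for Chac1 and -2.27 for Ddit3. The lower levels of these genes were thus not particular to shIKKA. For Cxcl1 and Ccl2 the IL-1b coefficient was opposite, at 3.14 and 0.76 against -1.19 and -1.38 for shIKKA. Camera in that fit gave adjusted p = 4.18e-07 for the unfolded protein response and 2.21e-06 for the histones, and it called interferon-stimulated genes (0.00329), hypoxia genes (0.0148) and CC chemokines (0.0306) lower, all 0.572 or more with an estimated correlation. In LLC shIKKA alone the interferon list was not lower (median 0.329, percentile 87.28). The changes of the lines had r = 0.417 across 12846 genes, and 246 genes were at least 2-fold higher in both against 112 for independent lists, with 226 lower in both against 52.1.

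**Figure D3:**
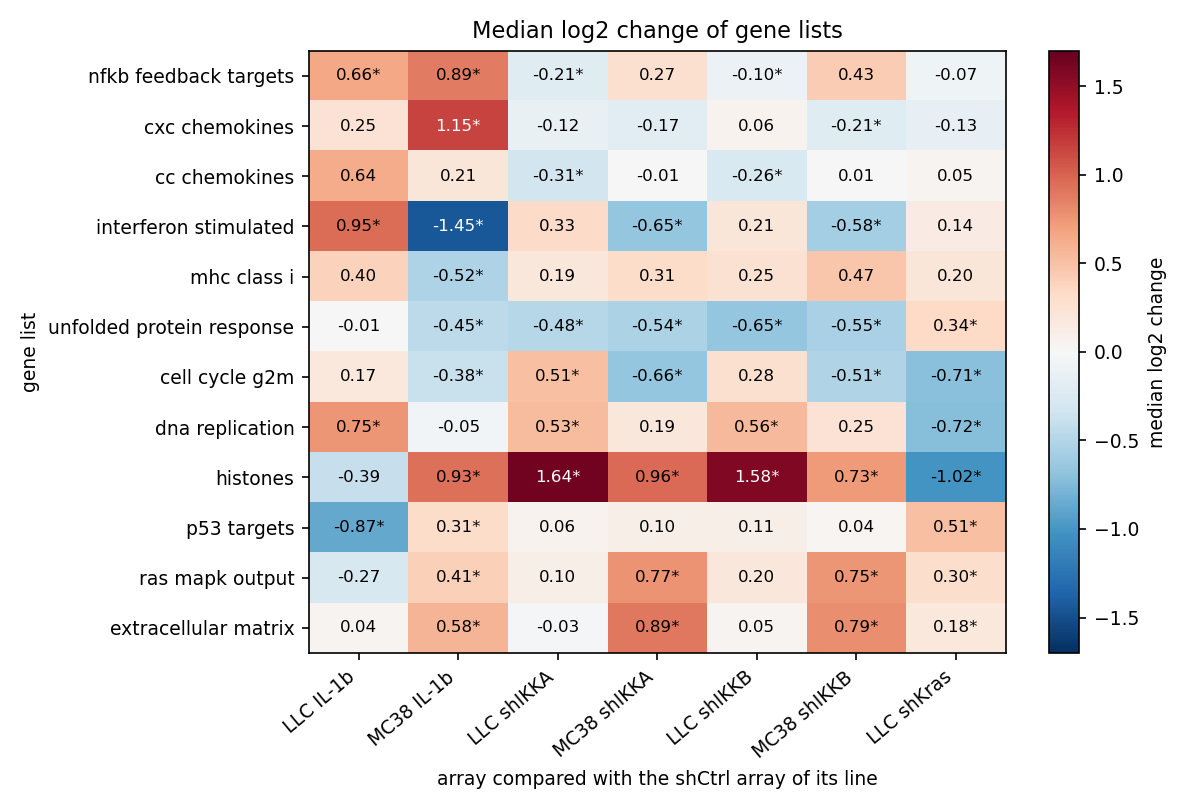
Cells give the median log2 change of 12 gene lists in each array against the shCtrl array of its line, on a colour scale from blue (lower) to red (higher), and an asterisk marks a median in the lowest or highest 2.5% of 10000 random lists. Interferon-stimulated genes had 0.95 in LLC IL-1b and -1.45 in MC38 IL-1b, and the unfolded protein response lay between -0.65 and -0.48 in the 4 shIKKA and shIKKB arrays.

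The comparison of the arrays labelled shIKKB with shCtrl posed the same question for IκB kinase β, with the limit that Ikbkb was not lower in them. Slc7a11 stood at -4.33 in LLC and -5.14 in MC38, Cth at -2.85 and -3.11, Ptgs2 at -2.18 and -1.54, Cxcl1 at -1.33 and -0.69, Ccl2 at -1.28 and -2.08, Mmp13 at -2.04 and -2.36 and Mdm4 at -2.16 and -2.43. Higher in both lines were Bag3, a co-chaperone gene (3.98-fold and 5.72-fold), Sox9, a transcription factor of progenitor cells (4.73-fold and 4.5-fold), Rela (2.81-fold and 4.82-fold), Socs1 (5.07-fold and 4.20-fold), Fen1, a replication nuclease gene (3.31-fold and 3.22-fold), and Mvk, the mevalonate kinase gene (3.69-fold and 2.82-fold). Snai1 and Twist2, transcription factors of the mesenchymal state, were 4.14-fold and 6.17-fold higher in LLC and 2.45-fold and 2.33-fold higher in MC38. Of 23 genes of the unfolded protein response 14 were at least 1.3-fold lower in each line, with 1 higher in LLC (median -0.65) and 5 higher in MC38 (median -0.55), and Dnajb9 stood at -1.75 and -1.61. Histones were higher again, 8 of 8 in LLC (median 1.58) and 6 of 8 in MC38 (median 0.73, percentile 98.1, and 97.32 when the random lists were not matched on level). With the values as deposited the MC38 changes turned to -0.09 for Socs1, -0.31 for Fen1, -0.52 for Mvk, -0.87 for Snai1 and -0.62 for Twist2, against a median of -1.770 for all genes.

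In LLC shIKKB 1098 genes were at least 2-fold higher and 687 lower among 11796, and in MC38 shIKKB 1586 and 1328 among 12258. As deposited the counts became 453 and 2053 in LLC and 32 and 12179 in MC38, and centred on the median 2560 and 230 in LLC. LLC shIKKB had 15 of 24 DNA replication genes higher and 3 lower (median 0.56), 5 of 13 CC chemokines lower and 3 higher (median -0.26, percentile 1.425, and 3.8 when means replaced medians), and Cxcl5 at -3.63, with Nfib, a developmental transcription factor gene, at -3.84. The NF-κB target list had a median of -0.10 there (percentile 2.405, and 15.14 with the values as deposited) and of 0.43 in MC38 shIKKB (percentile 93.45, 17 of 31 higher, 7 lower). CXC chemokines had a median of -0.21 in MC38 shIKKB (percentile 2.35, and 9.9 with the values as deposited) and of 0.055 in LLC shIKKB (percentile 20.83). In MC38 shIKKB 16 of 26 extracellular matrix genes were higher and 3 lower (median 0.79), with Col1a1 4.04-fold higher, and 19 of 25 RAS and MAPK outputs were higher and 0 lower (median 0.75), with Egr1 5.72-fold higher. There 16 of 23 G2 and M genes were lower (median -0.51), and 17 of 27 interferon-stimulated genes were lower and 3 higher (median -0.58). In this array the small nucleolar RNAs had a median of 1.71.

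Over both lines limma called 0 genes higher and 0 lower with shIKKB, with 1446 higher and 960 lower at an unadjusted p under 0.05, and Cth had a mean log2 change of -2.98 with adjusted p = 0.189, lower in both arrays. Adjusted over the list alone, Dnajb9, Slc7a11 and Ptgs2 passed with lower levels, and Gstm1, Mvk, Fen1, Snai1, Twist2, Pdgfrb and Angptl4 with higher levels. With the values as deposited Gstm1 turned lower in MC38 shIKKB, as did Mvk, Fen1, Snai1 and Twist2, all above the median of all genes there (-1.770). The unfolded protein response fell as a set (camera, adjusted p = 0.00164, 4 of 23 positive, median -0.54), with adjusted p = 0.948 with an estimated correlation. With title style as a further block limma called 408 genes higher and 247 lower. This block was added after the values were seen. It also takes up differences between the lines in the response, so these calls give no separate support. In that fit the shIKKB coefficient, 1 value over both lines, was negative for Cth (-2.68), Trib3 (-2.57), Dnajb9 (-1.65), Mdm4 (-1.84) and Ddit3 (-2.25). It was positive for Socs1 (2.31), Twist2 (2.27), Bag3 (1.97), Sox9 (1.87) and Mvk (1.85), each of these genes with adjusted p = 0.0408. MC38 shIKKB also carries the title style effect, which was 1.85 for Trib3, 1.03 for Ddit3, -0.9 for Mdm4, -0.6 for Cth and -0.06 for Dnajb9. Slc7a11 had a log2 change of -3.73 (adjusted p = 0.0421) and Ccl2 of -1.10 (adjusted p = 0.0484). The IL-1b coefficient of this fit was -1.86 for Cth, -2.45 for Trib3, -0.59 for Dnajb9, -1.27 for Mdm4 and -2.27 for Ddit3. It was 1.51 for Socs1, 1.65 for Twist2, 1.14 for Bag3, 1.17 for Sox9 and 0.6 for Mvk. The direction of these genes was thus not particular to shIKKB. For Slc7a11 the IL-1b coefficient was -1.57, and for Ccl2 it was opposite, at 0.76. Camera in the same fit called the histones higher (adjusted p = 1.49e-05), and the unfolded protein response (4.18e-07), interferon-stimulated genes (0.00658) and hypoxia genes (0.0306) lower, all 0.572 or more with an estimated correlation. In LLC shIKKB alone the interferon list was not lower (median 0.208, percentile 60.09). Leaving out either IL-1b array from the fit without that block gave 313 genes higher and 255 lower. The lines had r = 0.510 across 12908 genes, with 390 genes at least 2-fold higher in both against 137 for independent lists and 316 lower in both against 72.3.

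**Figure D4:**
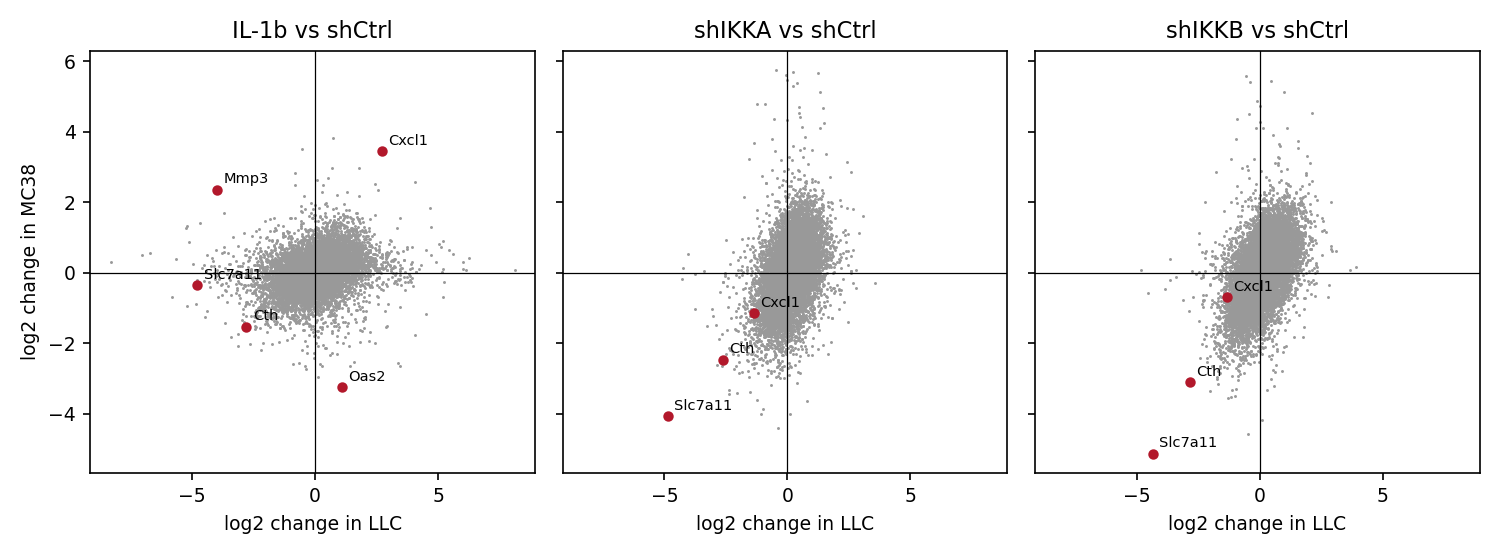
Each dot is 1 gene, with its log2 change against shCtrl in LLC on the horizontal axis and in MC38 on the vertical axis, for IL-1b, shIKKA and shIKKB from left to right. Named genes are in red, and the correlation across genes was 0.286, 0.417 and 0.510 in the 3 panels.

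The arrays shIKKA and shIKKB were also compared with each other, to find genes that parted the kinases. Few did, as 59 genes were at least 2-fold higher and 34 lower in LLC shIKKA than in LLC shIKKB among 11794, and 85 and 89 among 12374 in MC38. With each array centred on its median the LLC counts were 376 and 20. The MC38 counts were 266 and 296 without a level filter, and 8 and 28 with the values as deposited. RAS and MAPK outputs were lower in LLC shIKKA than in LLC shIKKB (median -0.35, percentile 0), with Dusp4 1.25-fold higher than shCtrl in shIKKA and 2.36-fold higher in shIKKB. Of the other lists in LLC, genes of the G2 and M phases were higher in shIKKA than in shIKKB (median 0.24, percentile 99.74) and extracellular matrix genes lower (median -0.18, percentile 0.42), as were lung epithelial markers (median -0.25, percentile 2.35, and 21.35 with the values as deposited). In MC38 the MHC class I genes were lower in shIKKA than in shIKKB (median -0.24, percentile 1.25, and 2.58 with probe sets averaged). The small nucleolar RNAs were higher there (median 0.43, percentile 100), and the unfolded protein response had a median of 0.09 (percentile 97.655, and 92.605 when the random lists were not matched on level). The changes against shCtrl of the kinase pair had r = 0.875 in LLC and 0.927 in MC38, against 0.498 and 0.501 simulated for unchanged groups with the same control, and covariances of 0.386 and 0.717 against 0.168 and 0.167. In LLC 621 genes were at least 2-fold higher in both arrays (125 simulated without effect, 78.4 for independent lists) and 329 lower (128 simulated, 24.9 for independent lists). In MC38 1106 were higher in both (129 simulated, 195 for independent lists) and 1050 lower (129 simulated, 145 for independent lists). Part of the excess may come from the shared controls.

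The comparison of LLC shKras with shCtrl addressed which genes followed the silencing of Kras, the oncogene of a small GTPase. Cxcl5 stood at a log2 change of -4.85, Mmp3, the stromelysin gene, at -4.73, Ccl2 at -4.38, Ppbp at -2.99, Ccl7 at -2.42 and Cxcl1 at -1.58. The chemokine lists did not share this, with medians of -0.13 for CXC (percentile 9.835, 5 of 13 lower, 0 higher) and 0.05 for CC chemokines (percentile 61.305, 5 of 13 lower, 2 higher). Also lower were the imprinted gene Peg3 at -4.82, Efemp1 at -4.49, the lipid carrier gene Fabp4 at -3.85 and H2-K1, a classical MHC class I gene, at -2.87. Nfkbia stood at -1.67 and Nos2 at -1.10, yet Tnfaip3 was 2.58-fold higher, and the NF-κB target list as a whole had a median of -0.07 at percentile 14.74. Proliferation genes were lower, with 20 of 24 DNA replication genes (median -0.72), 19 of 23 G2 and M genes (median -0.71) and 6 of 8 histones (median -1.02) at least 1.3-fold lower and 0 higher, all below every random list. Among them were Rrm1 at -1.67, Cdc6 at -1.48, Bub1 at -1.29, the proliferation marker Mki67 at -1.17 and H1f1 at -2.40. Of 20 p53 targets 13 were higher and 1 lower (median 0.51), with Cdkn1a, the cell cycle inhibitor p21, 2.19-fold, Btg2 2.08-fold and Eda2r 2.03-fold higher.

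The highest values in LLC shKras were those of Mme, the neprilysin gene (20.31-fold), Col12a1, a fibril-associated collagen gene (14.0-fold), Ppargc1a, a coactivator of mitochondrial genes (9.38-fold), and Slc40a1, the iron exporter (8.55-fold). Of 23 genes of the unfolded protein response 10 were higher and 1 lower (median 0.34, percentile 99.95), with Sdf2l1 3.76-fold higher, and 12 of 25 RAS and MAPK outputs were higher and 5 lower (median 0.30, percentile 99.97, and 59.36 with the values as deposited), with the MAPK phosphatase gene Dusp4 3.41-fold and Ptgs2 2.45-fold higher. Cholesterol synthesis genes had a median of 0.27, with 7 of 17 higher and 0 lower (percentile 98.37, and 95.25 with the values as deposited), and genes of the IL-1 and TNF receptor pathway had a median of -0.35, with 5 of 13 lower and 0 higher (percentile 0.35, and 8.895 with the values as deposited). Extracellular matrix genes had a median of 0.18 (percentile 97.61, 65.54 when means replaced medians and 71.385 with the values as deposited). In total 301 genes were at least 2-fold higher and 280 lower among 11330, with no test, and this near balance came from the scaling, as the values as deposited gave 61 and 3393 and median-centred ones 1556 and 121. The shKras changes shared little with those of LLC shIKKA, with r = 0.074 across genes against 0.500 simulated for the shared control and a covariance of 0.023 against 0.170. Across these arrays 28 genes were at least 2-fold higher in both (127 simulated, 18.2 for independent lists) and 38 lower (126 simulated, 10.7 for independent lists). With shIKKB the value was r = 0.130, with a covariance of 0.045 against 0.168.

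The opposed signature asked which genes moved one way with silencing and the other way with IL-1b, at the limit of 1.3-fold. In LLC 181 of 12883 genes did so in shKras, shIKKA and IL-1b, 63 of them higher and 118 lower with IL-1b, against 150 and 207 for independent lists and 98.0 in all simulated without effect over 12290 genes, which held 168 of the 181. In MC38, where shIKKA and IL-1b were used, 412 of 12839 did, 235 higher and 177 lower with IL-1b, against 843 and 785 for independent lists and 399 simulated without effect over 12302 genes. Those genes held 387 of the 412. The simulated noise also holds effects that differ between the lines, and its covariance of 0.170 was above the 0.023 of LLC shIKKA and shKras, so the simulated counts do not settle whether the signatures exceed chance. Both signatures shared 5 genes, against 2.98 for independent lists. Cxcl1, Nfkbiz, Saa3 and Slc35g1 were higher with IL-1b and lower with silencing, and Cdkn1a ran the opposite way. Among them Saa3 was 1.91-fold and 2.88-fold higher with IL-1b in LLC and MC38, and stood at -2.08 and -0.58 in shIKKA and at -2.18 in shKras. Cdkn1a stood at -0.94 and -0.40 with IL-1b, and was 1.62-fold and 1.36-fold higher in shIKKA and 2.19-fold higher in shKras. At a limit of 1.5-fold the counts were 71, 120 and 1, the last being Cxcl1. With each array centred on its median they were 769, 800 and 8.

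The lines themselves were compared over the 4 treatments made in both, with 4 arrays a side. These are 1 line each under 4 treatments and not replicate cultures. The SD is thus a spread over treatments, and the p-values measure agreement across treatments. Bgn, which encodes the matrix proteoglycan biglycan, had a log2 level of 6.54 ± 0.57 (SD, n = 4) in LLC and 12.94 ± 0.09 in MC38, a log2 difference of -6.39 (SE 0.24, limma adjusted p = 0.000179). The chemokine gene Ccl5 had 5.01 ± 0.32 and 10.19 ± 0.29, a difference of -5.17 (adjusted p = 0.000179). Lower in LLC as well were Stra6, a retinol transporter gene (-5.81, adjusted p = 0.000179), Khdrbs3 (-5.53, adjusted p = 0.000179), Ifit1, an interferon-induced gene (-5.41, adjusted p = 0.000215), and the podoplanin gene Pdpn (-4.44, adjusted p = 0.000187). Higher in LLC were Nxf3 (5.95, adjusted p = 0.000215), Id2, an inhibitor of differentiation (5.75, adjusted p = 0.000215), Zdhhc2, a palmitoyl transferase gene (4.31, adjusted p = 0.000179), Ndrg2 (3.96, adjusted p = 0.000265) and Daglb, a diacylglycerol lipase gene (3.71, adjusted p = 0.000215). All these differences had the same direction in 4 of 4 pairs. At an adjusted p of 0.05 and 2-fold, 316 of 12636 genes were higher in LLC and 474 lower. With the values as deposited the balance turned, to 226 higher and 88 lower. Leaving out either IL-1b array gave 760 higher and 747 lower, either shCtrl array 108 and 212, either shIKKA array 104 and 221, and either shIKKB array 117 and 239, and with title style as a block 712 were lower.

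Marker genes of other cell types were compared as lists. The medians of epithelial markers (13 genes), mesenchymal markers (14), lung epithelial markers (8) and markers of melanocytes and neural cells (8) stayed out of the lowest and highest 2.5% of random lists in all 7 comparisons against shCtrl, as did antioxidant genes (16), genes of hypoxia and glycolysis (19) and housekeeping genes (12). Single members moved more, and of the mesenchymal markers 4 were at least 2-fold higher and 3 lower in LLC IL-1b. Against the mean of the other arrays of the line as the control, hypoxia and glycolysis lay at percentile 99.82 in LLC IL-1b and 0.03 in MC38 IL-1b, and the mesenchymal markers at 1.66 in LLC IL-1b. That control also put CC chemokines (98.72), MHC class I genes (99.88), RAS and MAPK outputs (0.22) and histones (0.2) of LLC IL-1b and DNA replication genes (1.11) of MC38 IL-1b outside those limits. Markers of macrophages and leukocytes (9 genes) had a median of 0.39 in MC38 IL-1b, at percentile 98.015 and at 95.765 against the mean of the other MC38 arrays, and lay inside those limits elsewhere, with 4 of the 9 at least 2-fold higher in LLC IL-1b. Endothelial markers had 4 genes above the level filter, too few for a value. In MC38 IL-1b genes of vascular permeability had a median of 0.47 (7 of 13 higher, percentile 99.76, and 91.02 against the other arrays), the IκB kinases and NF-κB subunits a median of 0.40 (12 of 23 higher, percentile 99.575), the p53 targets a median of 0.31 (percentile 98.1, 93.04 against the other arrays, 84.64 with the values as deposited and 84.14 when means replaced medians) and cholesterol synthesis a median of -0.30 (8 of 17 lower, percentile 0.625). Among the IL-1 and TNF receptor pathway genes, Il1r1, the signalling receptor of IL-1, was 1.82-fold higher in MC38 IL-1b and stood at -1.08 in LLC IL-1b.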

Values the study reported

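The study reported 30 transcripts in LLC cells, Ppbp and Cxcl1 among them, and 20 in MC38 cells that silencing and IL-1β treatment moved in opposite directions by more than 1.3-fold. Cxcl1 was given as the only gene common to both cell lines. The study also measured it by qPCR and ELISA, and reported RelB and IKKα at its promoter in LLC cells by chromatin immunoprecipitation. Cells were exposed to 1 nM IL-1β for 4 hours. The study states that its kinase hairpins were checked, and it shows IKKα and IKKβ protein by immunoblot in LLC cells. Immunoblots were also shown for MC38 cells with the hairpins against Chuk and Ikbkb. Whether the RNA on the arrays came from the same cultures was not stated.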

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

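The tests of processing shared by 3 arrays, of a processing difference between the control and the other arrays, of the MC38 control array and of other splits of the arrays were chosen after the results were seen, and the remaining tests were set before them. No difference between the lines in the response to a treatment was itself tested, because each line has 1 array per group. The ranges beside r come from 1000 resamples of genes, and the Wilson intervals also count genes. Neither holds any variation between arrays or cultures.

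Several results were picked out because the lines moved in opposite directions under the same treatment, each by 1 array. With IL-1b, Bst2 had log2 changes of 4.04 in LLC and -1.76 in MC38, Irf7 2.17 and -1.94, Oas2 1.1 and -3.24, Rsad2 1.39 and -2.09, and Mmp3 -3.98 and 2.36. With the values as deposited Oas2 and Rsad2 were lower in LLC IL-1b too, so the sign of their change depends on the scaling. Both still lay above the median of all genes in that array, -1.456 as deposited. With title style as a block camera called the interferon-stimulated genes lower with IL-1b over both lines (adjusted p = 1.1e-05, median -0.573, 0.988 with an estimated correlation), so the higher values in LLC rest on an array of that style. The list medians were 0.950 and -1.445 for interferon-stimulated genes and -0.872 and 0.313 for p53 targets, the latter at percentile 98.1 but at 84.64 with the values as deposited. With shIKKA, the genes of the G2 and M phases had medians of 0.508 in LLC and -0.658 in MC38.

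Other values come from the probe sets that no gene name covers, which no comparison used. Of these, 854 were at least 2-fold higher than in shCtrl and 2209 lower in LLC IL-1b, 251 and 724 in MC38 IL-1b, 361 and 1442 in LLC shIKKA, 1148 and 2167 in MC38 shIKKA, 355 and 1364 in LLC shIKKB, 1051 and 2283 in MC38 shIKKB, and 233 and 213 in LLC shKras.

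LLC IL-1b stood far from its control, with 57 genes at least 16-fold apart where no other LLC array had more than 7. A full MC38 sample in its place is argued against, since 27.1% (Wilson 95% interval 22.0 to 32.8) of the 255 genes that part the lines lay nearer to MC38 in it, below the over 50% a swap needs though above the 20% set in advance as the bound against it, while the share was 89.8% in MC38 IL-1b and 8.235% in LLC shKras. The choice of normalization is argued against, because 51 genes were 16-fold apart with median-centred values, 44 of them among the 57. Brightness itself stays open, since both scalings only rescale a dim array. The dimmest arrays held the most such genes, with 57 here (deposited median 4.225), 23 in MC38 shIKKA (3.473) and 16 in MC38 shIKKB (3.625). Processing shared with MC38 shIKKA and shIKKB cannot be told apart from an effect of IL-1b or another LLC stock, neither of which was tested, since 21.1% of the 57 (12.5 to 33.3) were 2-fold apart the same way in both, yet over all genes LLC IL-1b had r = 0.494 (0.478 to 0.511) with MC38 shIKKA and 0.284 (0.262 to 0.304) with MC38 IL-1b. It stays open for the small nucleolar RNAs too, where all 39 that were 2-fold higher in LLC IL-1b were so in both those arrays and 5 in MC38 IL-1b, because the list was made from the arrays in which it is high and this overlap decides nothing.

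The shIKKA and shIKKB arrays shared most of their changes. Chance values of the shared control are argued against as the whole cause. LLC shIKKA and MC38 shIKKB, with other controls, had r = 0.4 (0.383 to 0.416) across genes. Brightness is argued against for the LLC arrays alone, since the equally dim LLC shKras had r = 0.059 (0.040 to 0.078) with MC38 shIKKA. MC38 shIKKA and MC38 shIKKB lay further below their control, with deposited medians of 3.473 and 3.625 against 5.578. No other MC38 array was as dim, so brightness stays open for them. A processing difference that parts the control and shKras arrays from the rest cannot be told apart from silencing, because LLC shIKKA and MC38 IL-1b, with other treatments, also had r = 0.33 (0.306 to 0.350), between the bounds set for either side. An effect common to both hairpins stays open too, with Ikbkb not lower in the arrays labelled shIKKB.

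Interferon-stimulated genes were lower in MC38 IL-1b. Array brightness is argued against, because with deposited values the list median was -1.78 against -0.266 for random lists, at percentile 0. A control array high in these genes cannot be told apart from an effect of IL-1b. Against the MC38 shIKKA and shIKKB arrays the list median was -0.601 (percentile 0.02, 16 of 27 lower), but these arrays are of the other title style. It was -0.199 (percentile 6) once the title style effect was taken off. That effect was fitted partly from the MC38 IL-1b and LLC IL-1b arrays themselves, so this value decides nothing. With title style as a block camera also called the list lower with shIKKA (adjusted p = 0.00329) and shIKKB (adjusted p = 0.00658), each 0.988 with an estimated correlation. This would go with a high MC38 control. In LLC alone the list was not lower, with medians of 0.329 in shIKKA (percentile 87.28) and 0.208 in shIKKB (percentile 60.09). An effect of IL-1b stays open and rests on 1 array.

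The count of genes apart between LLC and MC38 was set against other splits of the 8 arrays with the treatments as blocks. A further 3 splits could not be fitted. Of the 32 splits, 1 gave as many genes (790, the real one) and the highest other count was 0. Only 8 of them part the arrays of all 4 treatments as the lines do, and these are too few for a share under 0.05.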

How the results depend on the processing

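The other-array control, the deposited-median covariate, the title style block and quantile normalization over named probe sets were tested after seeing the data, and the other alternatives were planned. Of 360 list percentiles recomputed, 317 stayed on their side of the limits, 43 came inside them and 0 turned. Of 1161 values of named genes, 857 stayed within the spread used, 279 moved and 25 turned sign, and of 320 counts and correlations 197 stayed close and 123 moved. The cause was not tested unless the alternative itself shows it. No paired analysis was possible because each group has 1 array, so no replicate numbers can pair arrays within a line. Arrays were joined across groups only by the line block and, for LLC against MC38, by the treatment block. Adjusted p under 0.1, robust eBayes and no line block, run for the treatments alone, moved none of their counts of 0. An eBayes trend and the mean over probe sets, and no fold limit and no treatment block for LLC against MC38, moved no limma count by over 1.5 times.

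With the values as deposited the genes at least 2-fold higher and lower were 132 and 11542 in LLC IL-1b, 83 and 1712 in MC38 IL-1b, 416 and 3194 in LLC shIKKA, 40 and 12510 in MC38 shIKKA, 453 and 2053 in LLC shIKKB, 32 and 12179 in MC38 shIKKB, and 61 and 3393 in LLC shKras, which follows from the dimmer arrays. For shIKKA against shIKKB they were 84 and 101 in LLC and 8 and 28 in MC38. The share higher thus went from 57.1% to 1.1% in LLC IL-1b, 50.9% to 4.6% in MC38 IL-1b, 65.0% to 11.5% in LLC shIKKA, 54.2% to 0.3% in MC38 shIKKA, 61.5% to 18.1% in LLC shIKKB, 54.4% to 0.3% in MC38 shIKKB, 51.8% to 1.8% in LLC shKras, 63.4% to 45.4% for the kinase pair in LLC and 48.9% to 22.2% in MC38. The signatures shared 3 genes, and the lines had r = 0.289 for shIKKA and 0.42 for shIKKB. Limma called 1 gene lower with shIKKA and 1 with shIKKB, and 226 genes higher and 88 lower in LLC than in MC38. Log2 changes turned to -0.06 for Angptl4, -0.72 for Oas2, -0.45 for Rsad2 and -0.27 for Plaur in LLC IL-1b. In MC38 shIKKA they turned to -0.22 for Mgst3, -0.3 for Nptx1, -0.3 for Socs1, -0.13 for Tgfb1i1, -0.2 for Angptl4, -0.56 for H1f1 and -0.72 for Gusb. In MC38 shIKKB they turned to -0.09 for Socs1, -0.31 for Fen1, -0.52 for Mvk, -0.87 for Snai1, -0.62 for Twist2, -0.82 for Gusb, -0.86 for Gstm1, -0.41 for Mgst3, -0.43 for Nptx1 and -0.52 for H1f1. All these values lay above the medians of all genes, -1.456 in LLC IL-1b, -1.941 in MC38 shIKKA and -1.770 in MC38 shIKKB.

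With each array centred on its median the counts higher and lower were 823 and 188 in MC38 IL-1b, 4625 and 156 in LLC shIKKA, 2560 and 230 in LLC shIKKB, 1556 and 121 in LLC shKras, and 376 and 20 for the kinase pair in LLC, with 59 lower in MC38. The share higher became 74.3% in LLC IL-1b, 81.4% in MC38 IL-1b, 96.7% in LLC shIKKA, 91.8% in LLC shIKKB, 92.8% in LLC shKras and 94.9% for the kinase pair in LLC. The signatures held 769 and 800 genes with 8 in both, 201 genes were higher in LLC than in MC38, and Ccl2 in LLC shIKKA was 0.01. Quantile normalization over named probe sets gave 8 genes in both signatures, and a share higher of 46.3% in LLC IL-1b, 49.5% in LLC shIKKA, 48.4% in LLC shIKKB and 44.4% in MC38 shIKKB.

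Without a level filter the kinase pair had 119 genes higher and 83 lower in LLC and 266 and 296 in MC38, and the lines had r = 0.257, 0.377 and 0.456 for IL-1b, shIKKA and shIKKB. Rank correlation gave 0.345 for IL-1b and 0.525 for shIKKB.

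At 1.5-fold, where a lower limit admits more genes, the counts higher and lower were 3812 and 2530 in LLC IL-1b, 1422 and 1122 in MC38 IL-1b, 2558 and 1367 in LLC shIKKA, 3686 and 2656 in MC38 shIKKA, 2882 and 1877 in LLC shIKKB, 3698 and 2557 in MC38 shIKKB, 1183 and 999 in LLC shKras, and 510 and 438 for the kinase pair in LLC and 501 and 569 in MC38. The signatures fell to 71 and 120 genes with 1 in both at 1.5-fold, and to 12 and 18 with 1 in both at 2-fold. That gene was Cxcl1 at either limit. Without shKras the LLC signature held 746 genes and shared 12, and with shIKKB in place of shIKKA 11 were shared.

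Against the mean of the other arrays of the line 1199 genes were higher in LLC IL-1b, and in MC38 IL-1b Rela turned to -0.22, Cth to 0.33 and Rny1 to -1.58.

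With the deposited array median as a covariate limma called 5 genes higher and 3 lower with IL-1b, 164 and 83 with shIKKA, 154 and 74 with shIKKB, and 518 and 747 for LLC against MC38, and camera called 21 lists. With title style as a block the counts were 41 and 43 for shIKKA, 408 and 247 for shIKKB, 712 lower in LLC, and 17 lists. With an estimated correlation camera called 0 lists where the preset one called 6.

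Leaving out each array in turn, with the lone partner assumed to vary like the other groups, gave 0 to 968 genes higher and 0 to 851 lower with IL-1b, both highest without MC38 IL-1b, while 1 and 0 were called without LLC IL-1b. For shIKKA the ranges were 0 to 2 and 0 to 12 and for shIKKB 0 to 313 and 0 to 255, each highest without either IL-1b array. For LLC against MC38 they were 104 to 760 and 212 to 747, with 760 and 747 without either IL-1b array, 108 and 212 without either shCtrl, 104 and 221 without either shIKKA, and 117 and 239 without either shIKKB. Camera called 3 to 17 lists, with 3 without LLC shIKKA, 17 without LLC shCtrl, 16 without LLC IL-1b and 12 without MC38 shCtrl.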

Other observations

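Some transcripts outside the protein-coding lists moved with the title style of the arrays, and Snord110 and Snord22 were chosen after their values were seen. Snord110 had log2 changes of 6.26 in LLC IL-1b, 5.70 in MC38 shIKKA and 5.45 in MC38 shIKKB, Snord22 had 5.16, 5.76 and 5.58, the Y RNA gene Rny1 had 4.67, 5.38 and 4.88, and Tlcd1, a lipid domain gene, had 5.18, 5.61 and 5.43. In the other comparisons with shCtrl Tlcd1 lay between -0.39 and 0.90. Fitted with limma beside line and treatment, title style had 960 genes higher and 1151 lower in those 3 arrays. This grouping was added after the values were seen, so these counts describe the arrays and test no cause. It also parts the arrays of lowest deposited median from the rest. In that fit Tlcd1 had a log2 effect of 5.07, Bst2 3.7 and Irf7 2.38. No cause of this effect was tested beyond the tests given above.

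The probe sets with no gene name gave another view of the same arrays. The median of named minus unnamed probe sets was 0.531 in LLC shCtrl, 0.540 in LLC shKras and 0.536 in MC38 shCtrl, 0.719 in MC38 IL-1b, and between 0.845 and 0.992 in LLC shIKKA, LLC shIKKB, LLC IL-1b, MC38 shIKKA and MC38 shIKKB.

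At the limit of 1.3-fold the opposed signatures here held 181 genes in LLC and 412 in MC38, and 5 in both. These counts are higher than those quoted from the study above. At limits of 1.5-fold and 2-fold the only gene in both was Cxcl1, the gene the study names. Cxcl1 was also lower in the arrays labelled shIKKB (-1.33 in LLC, -0.69 in MC38), so this overlap is not particular to shIKKA. The MC38 count here rests on shIKKA and IL-1b without shKras, and a separate control for IL-1b was not analysed here.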
